# Otilonium bromide exhibits novel antifungal activity against *Candida albicans* via regulating iron homeostasis

**DOI:** 10.1080/21505594.2025.2609407

**Published:** 2025-12-23

**Authors:** Li-Hang Hsu, Yuk-Ping Chou, Tang-Long Shen, Daria Wieczorek, Ying-Lien Chen

**Keywords:** Otilonium bromide, *C. albicans*, repurposing, antifungal drugs, biofilm formation

## Abstract

Traditional antifungal drugs used against *Candida albicans* have several drawbacks, including the emergence of drug-resistant strains. In addition, developing novel antifungal agents requires long-term research and design. Drug repurposing, identifying and utilizing previously unknown functions of known drugs, such as antifungal activity, may be a quick method for mining efficient alternatives. Otilonium bromide (OB), an FDA-approved drug, is a quaternary ammonium compound used as a therapeutic drug for irritable bowel syndrome. We previously reported the inhibitory effect of OB against the spore germination of *Cryptococcus neoformans*. In this study, we found that the antifungal activity of OB against *C. albicans* was 2 μg/mL for both minimum inhibitory and fungicidal concentrations. OB could destroy the cell membrane and prevent *C. albicans* from undergoing yeast-to-hyphae transition, thus interfering with biofilm formation. Additionally, the efficacy of OB was abolished when iron ions were provided, suggesting that iron homeostasis was associated with the inhibition mechanism of OB. Interestingly, a therapeutic assay showed that OB demonstrated limited efficacy in reducing *C. albicans* burden in a murine systemic infection model. In summary, repurposing OB against *C. albicans* may facilitate the design of new antifungal drugs, and chemical modification could enhance the efficacy of OB to be more specific to fungal pathogens.

## Introduction

*Candida albicans* is a commensal yeast found in 70% of healthy humans, especially on the skin and mucosal surfaces [1]. However, being an opportunistic pathogen, *C. albicans* is the dominant species that causes candidiasis in immunocompromised individuals, and it turns into candidemia if not treated appropriately [2]. Nowadays, antifungal drugs are categorized into three classes: azoles, echinocandins, and polyenes. Although the antifungal activity is significant, drug-resistant strains still evolve and survive from drug application [3]. In addition, due to high nephrotoxicity in some drugs and the increased cost of developing new antifungal drugs, alternative approaches for discovering antifungal agents are needed.

Traditional development of new antifungal drugs requires substantial time and cost investments, leading to increased interest in drug repurposing as an alternative strategy. Our previous screening of 1018 FDA-approved drugs identified otilonium bromide (OB), which demonstrated significant inhibitory effects against *Cryptococcus neoformans* germination [4]. This finding aligns with growing evidence that quaternary ammonium compounds (QACs) possess antimicrobial properties beyond their traditional applications. Several QACs have shown antifungal efficacy: benzalkonium chloride exhibits activity against *Candida* species through membrane disruption, while cetylpyridinium chloride demonstrates broad-spectrum antifungal effects [5,6]. Notably, our work with the QAC compound PMT12-BF4 revealed its antifungal mechanism involves interference with iron homeostasis [7], suggesting this pathway may be a common target for QAC-based antifungal activity.

Among the repurposed candidates, OB, an FDA-approved drug, demonstrated inhibitory activity on yeast germination in *Cryptococcus neoformans*, and the bacterial pathogen *Acinetobacter baumannii* [4,8]. OB is a quaternary ammonium compound (QAC) used to treat irritable bowel syndrome (IBS). Patients suffering from IBS have abnormal contraction of the intestinal tract, followed by cramps in the abdomen. In terms of its mechanism in mammals, OB inhibits the nerve impulse by blocking calcium ion channels and tachykinin receptors. Thus, those ligands are not accessible to the intestine, interrupting signal transduction and alleviating patient pain [9–11].

Trace elements such as calcium, iron, copper, or zinc are essential for the growth of most organisms. Among all the trace elements, iron is most closely associated with the survival and virulence of *C. albicans* in the host environment [12]. Iron sequestering thus plays an important role in humans to prevent *C. albicans* from invading, which is called nutritional immunity [12,13].

In this study, we focused on OB and its antifungal activity and found a potential pathway associated with iron homeostasis that inhibits the growth of *C. albicans*. Understanding this mechanism could provide valuable insights for developing more effective antifungal strategies through drug repurposing, particularly targeting iron homeostasis as a novel therapeutic approach.

## Materials and methods

### Strains, compounds, and media

The strains used in this study are listed in Table 1. OB (MedChemExpress, USA) as a pure compound was dissolved in dimethyl sulfoxide (DMSO, Scharlab, Spain) to make a 5 mg/mL stock solution for further experiments. Fluconazole (Pfizer, USA) in the form of 2 mg/mL and Catilon tablets containing 40 mg of OB per tablet (kindly provided by Tri-Service General Hospital, Taiwan) was used for the murine therapeutic assay.

**Table 1.** Minimal inhibitory concentration (MIC) and minimal fungicidal concentration (MFC) of otilonium bromide against multiple human fungal pathogens.

Strains (reference)	Description	MIC	MFC
*Candida albicans* SC5314 [14]	Wild type	2	2
*Candida albicans* 12–99 [15]	Fluconazole resistant	2	2
*Candida albicans* 89 [16]	Echinocandin resistant	2	2
*Candida albicans* Δ*cna1*/Δ*cna1* [17]	Calcineurin mutant	2	2
*Candida albicans* Δ*cnb1*/Δ*cnb1* [18]	Calcineurin mutant	2	2
*Candida dubliniensis* CD36 [19]	Wild type	2	2
*Candida tropicalis* MYA3404 [20]	Wild type	2	2
*Candida tropicalis* DPL73 [21]	Echinocandin resistant	1	1
*Candida parapsilosis* J941367 [20]	Wild type	1	1
*Candida glabrata* CBS138 [22]	Wild type	8	8
*Candida glabrata* DPL23 [23]	Echinocandin resistant	4	8
*Candida glabrata* AmB-resistant isolate D [24]	Amphotericin B resistant	4	8
*Cryptococcus neoformans* H99 [25]	Wild type	4	4
*Cryptococcus neoformans* T1 [26]	Fluconazole resistant	2	2
*Cryptococcus neoformans* 89–610 [26]	Fluconazole resistant	2	2
*Cryptococcus deuterogattii* R265 [27]	Wild type	2	2
*Aspergillus fumigatus* AF293 [28]	Wild type	4	4
*Aspergillus fumigatus* A031 [29]	Azole resistant	32	32

Media used in this study were YPD (1% yeast extract [Bioshop, Canada], 2% peptone [Bioshop], 2% dextrose [Bioshop]), PDB (24 g potato dextrose broth [Himedia, India] in 1 L distilled water), LB (0.5% yeast extract, 1% tryptone [Bioshop], 1% NaCl), RPMI 1640 (10.4 g RPMI 1640 powder [Sigma-Aldrich, USA], 34.5 g MOPS [3-(N-morpholino) propanesulfonic acid, Sigma-Aldrich], 2% dextrose, in 1 L distilled water, with pH adjusted to 7.0 with NaOH), Spider medium (10 g nutrient broth [Himedia], 10 g mannitol [Pancreac, Spain], 2 g K_2_HPO_4_, in 1 L distilled water, adjusted to pH 7.2 with H_3_PO_4_), SLAD (synthetic low ammonium dextrose, 0.17% yeast nitrogen base without amino acids or ammonium sulfate [Bioshop], 50 μM (NH_4_)_2_SO_4_, 2% dextrose), and YNB (0.17% yeast nitrogen base without amino acids or ammonium sulfate, 0.5% (NH_4_)_2_SO_4_, 2% dextrose). All media were solidified by adding 2% agar (Bioshop) if necessary.

### Determination of antifungal activity

The minimal inhibitory concentrations (MICs) were obtained following the CLSI protocol M27-A3 and M38-A2. For yeasts, strains were cultured in 3 mL YPD broth medium overnight at 30°C, washed twice, and resuspended with ddH_2_O, and the concentration was determined using a hemocytometer. For *Aspergillus fumigatus*, strains were streaked out on a PDA agar plate and incubated for 5 days at 37°C. Spores were collected with sterile water, filtered through Miracloth (Millipore, USA) to remove hyphae, and the concentration was determined by hemocytometer. All inoculums were then diluted to the recommended concentrations with RPMI 1640 medium. OB was serially diluted 2-fold by RPMI 1640 medium, and 100 μL of the compound was added to a 96-well plate, followed by 100 μL of the inoculums. The final concentration of OB ranged from 0.125 - 64 μg/mL, and the final concentrations of the inoculums were 1.25 × 10^3^ cells/mL for yeasts and 2.5 × 10^4^ for *A. fumigatus*. Plates were incubated at 35°C for 48 h, and the MIC was defined as the lowest concentration at which no visible colony grew. Minimal fungicidal concentration (MFC) was determined after the MIC test. For each strain, 3 μL of wells containing OB at concentrations from 0.5 MIC (positive control) to the highest concentration (64 μg/mL) were thoroughly pipetted and subcultured onto drug-free YPD or PDA agar plates. The plates were incubated at an optimal temperature for growth of each fungal pathogen for 48 h and the MFC was determined as the drug concentration at which no colonies formed.

### Time-kill kinetic assay

Overnight cultures of *C. albicans* SC5314 were washed twice with ddH_2_O and inoculated into YPD broth to a volume of 3 mL (10^5^ CFU/mL) with or without 8 μg/mL OB at 30°C. A 100 μL aliquot was removed from each culture at the indicated time points (0, 4, 8, 12, 24, and 48 h), appropriately diluted with ddH_2_O, plated on a fresh YPD agar plate and incubated at 30°C for 48 h before colony count. Two-way ANOVA was performed using GraphPad Prism 6, and a *p* value of less than 0.05 represented a significant difference.

### Biofilm formation assay

Overnight cultures of *C. albicans* SC5314 were washed twice with PBS and diluted with 2 mL Spider medium to 0.5 OD_600_. OB was added at the indicated concentrations after 1 h incubation at 37°C for cell adhesion. After incubation for 48 h, the medium and suspended cells were removed by pipetting; the biofilm was washed with PBS twice, stained with 0.4% crystal violet and destained with 99% EtOH. The OD_595_ was measured after the destaining step, and wells without OB were defined as having 100% biofilm formation. Unpaired t-tests were performed using GraphPad Prism 6, and a *p* value of less than 0.05 represented a significant difference.

### Hyphae induction and membrane penetration assay

For hyphal induction assay, *C. albicans* SC5314 cells cultured in YPD broth overnight at 30°C were washed twice with ddH_2_O and diluted with 2 mL RPMI 1640 medium to OD_600_ 0.25 in a 12-well plate (Nest Biotechnology, China). OB was added into wells at the concentrations of 0, 1, 2, or 4 μg/mL, with three replicates. The plate was incubated at 37°C for 3 h for germ tube induction and observed with an inverted microscope (Olympus, Japan) at 400X magnification. Cells were photographed using a camera connected to Olympus cellSens Entry 2.1 software. In addition, cells were also adjusted to 10^3^ cells/mL with ddH_2_O and 50 μL of cells were plated on solid Spider or SLAD medium with 0, 5, or 10 μg/mL OB. After incubation for 24 h at 37°C, colonies were observed using a microscope at 40X.

For membrane penetration assay, the induced germ tube was washed with ddH_2_O, stained with 1 μg/mL propidium iodide, and observed with a fluorescence microscope (Olympus BX53) at 1000X magnification.

### RNA-sequencing experiments

RNA extraction was performed following the previous study [7]. In brief, overnight cultures of *C. albicans* SC5314 cells were washed twice with sterile water, and adjusted to OD_600_ 0.25 with 5 mL fresh YPD in the presence or absence of 0.5 μg/mL OB. The cultures were incubated at 30°C for 3 h with shaking at 200 rpm before RNA extraction. TRIzol reagent (Invitrogen, USA) was used in total RNA extraction following the manufacturer’s protocol. The 1 mL TRIzol was added to collected cells and alternately vortexed for 30 s with 2 mm beads and put on ice for 30 s five times. After being centrifuged at 4°C/12,000 g for 10 min, the supernatant was transferred to a new tube and incubated for 5 min at room temperature. The 200 μL of chloroform was then added and mixed thoroughly, and tubes were incubated at room temperature for 3 min, centrifuged at 4°C/12,000 g for 15 min. The upper layer of supernatant was separated to another tube, and 400 μL isopropanol was added for RNA precipitation. After incubated at room temperature for 10 min, the tubes were centrifuged at 4°C/12,000 g for 10 min, and the supernatant was discarded. The RNA pellet was washed twice with 75% ethanol and resuspended with RNase-free water.

The Next Generation Sequencing (NGS) library construction using RNA was as described in a previous study [30]. The mRNA was amplified with oligo(dT) magnetic beads and shortened into approximately 200-base fragments. The double-strand cDNAs were synthesized using a random hexamer, dNTPs, buffer, and RNase H (for the first strand), and DNA polymerase I (for the second strand). The double-strand cDNAs were purified, and end preparation and 3′ end single nucleotide adenine addition were performed. Sequencing adaptors were then ligated to the fragments and amplified by PCR. Sample library was qualified and quantified with an Agilent 2100 bioanalyzer and ABI StepOne Plus real-time PCR system. Sequencing of the library was done by an Illumina H-Seq 2000 instrument.

### Real-time qRT-PCR

A Turbo DNA-free kit (Invitrogen, USA) was used in removing genomic DNA, and 1 μg of total RNAs were reverse transcribed to cDNA using a high-capacity cDNA reverse transcription kit (Applied Biosystems, USA). Real-time PCR was then performed in mixtures including 1 μL of cDNA (1 ng), 5 μL of Fast SYBR green master mix (Applied Biosystems), 1 μL of 5 μM forward primer, and 1 μL of 5 μM reverse primer. Primer pairs used in real-time PCR are listed in Supplementary Table S1 (Table S1). Quantitative PCR conditions were set as follows: 95°C/7 min denaturation, 95°C/10 s, and 60°C/30 s (40 cycles) amplification; 95°C/15 s, and then 60 s each at 0.3°C increments between 60°C and 95°C (for melting curve). Cycle threshold (C_*T*_) values were obtained using a StepOnePlus system and StepOne software (v.2.3), and the relative gene expressions (2^*-ΔΔCT*^) were calculated based on *ACT1*-calibrated values. The relative expression levels of *C. albicans* genes in the presence of 0.5 μg/mL OB were normalized to those in the absence of OB, and the diagrams were depicted by GraphPad Prism 6.0 software. Significant differences were analyzed using an unpaired *t* test (*p* < 0.05).

### Spot plating assay

*C. albicans* SC5314, and two drug-resistant *C. albicans* 12–99 and 89 isolates were incubated in 30°C overnight, washed twice and adjusted to 0.2 OD_600_ with ddH_2_O. Three microliters of cell suspensions in 5-fold serial dilution were transferred to YNB agar plates containing OB (0, 12.5, or 15 μg/mL) or FeSO_4_ (0 or 10 μg/mL). Plates were incubated at 30°C for 48 h and then photographed.

### Therapeutic assay

For inoculum preparation, cells of *C. albicans* SC5314 were grown overnight in liquid YPD medium, washed twice with phosphate-buffered saline (PBS), and adjusted to a concentration of 5 × 10^6^ cells/mL with PBS. Five- to six-week-old male ICR mice (BioLasco Taiwan, Taiwan) were inoculated with 10^6^ *C. albicans* cells in 200 μL by tail-vein injection. For oral administration, OB was dissolved in a solvent containing 50% Kolliphor (Sigma-Aldrich, USA) in absolute ethanol (Bioman Scientific, Taiwan), and 10-fold diluted with PBS. Then, OB or fluconazole (FLC) was administered orally to mice at the indicated concentrations at 4, 24, 48, 72 h after the inoculation. Ten mice per group were used, and all mice were monitored for 10 days. The mice which lost 20% weight or more after inoculation were euthanized and counted deaths. For euthanasia, the mice were placed in a sealed chamber, and carbon dioxide was introduced (flow rate: 10% − 30% volume/min; flowmeter reading between 1 and 2 liters per minute). Once the animal exhibited no apparent signs of life, the chamber was opened to allow carbon dioxide to dissipate for approximately 2 minutes, after which cervical dislocation was performed as a secondary method to ensure euthanasia. The euthanasia procedures were carried out in accordance with the American Veterinary Medical Association. All mice were included in the experiment, and data were statistically analyzed using a log-rank test using GraphPad Prism 6. All animal experiments were conducted in the Animal Resource Center at National Taiwan University (NTU), and adhered to the ARRIVE guidelines.

## Results

### Otilonium bromide possessed broad-spectrum antifungal activity

In our previous study, a collection of 1018 FDA-approved drugs was screened and assessed for anticryptococcal activity [4]. Among these drugs, OB was able to inhibit *Cryptococcus neoformans* and *Cryptococcus deuterogattii*, and we found that it also inhibited *Candida* species. *C. albicans* strains, including strain SC5314 and drug-resistant isolates 12–99 and 89 were inhibited by OB with MIC at 2 μg/mL. To further investigate whether the antifungal activity of OB involves the calcineurin signaling pathway, we tested its effects on calcineurin-deficient *C. albicans* mutants *Δcna1/Δcna1* and *Δcnb1/Δcnb1*. These mutants are known to exhibit defects in stress responses and cell wall integrity, often resulting in hypersensitivity to various antifungal agents. OB retained antifungal activity against both mutants, suggesting that its mode of action does not require a functional calcineurin pathway. This finding implies that OB likely acts through a mechanism independent of calcineurin signaling. Although similar results were found in *Candida tropicalis*, *Candida glabrata* was more tolerant to OB as the MIC was higher at 8 μg/mL (Table 1). The fungicidal activity of OB was then investigated after the susceptibility test. All tested strains treated with OB at respective MICs were unable to grow when transferred to fresh YPD medium, indicating that OB possessed fungicidal activity and effectively eliminated these pathogens.

### Otilonium bromide inhibited yeast-to-hyphae transition in *C. albicans*

Yeast-to-hyphae transition is an important virulence factor for *C. albicans* to infect its host; thus we observed whether OB could prevent yeast cells from germination. With exposure to OB for 3 h, few cells were still showing hyphal growth at the concentration of 2 μg/mL OB and lost the ability to germinate and maintain yeast form at 4 μg/mL (Figure 1), suggesting that *C. albicans* were inhibited from germination as the concentration of OB increased. In addition, *C. albicans* was incubated on solid agar medium in hyphal-inducing conditions to evaluate hyphal growth. As the amount of OB increased, the hyphae growing on the edge of the colony became short, suggesting the inhibition of yeast-to-hyphal transition was concentration-dependent (Figure 2).

**Figure 1.**
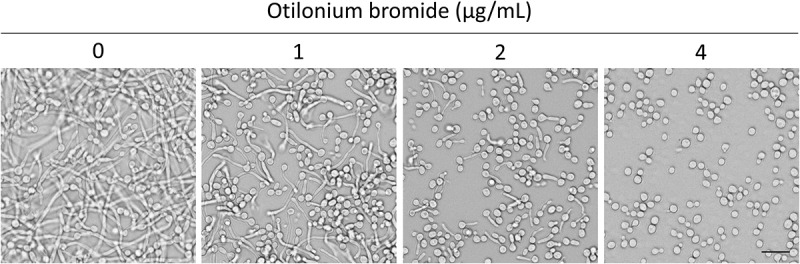
Otilonium bromide inhibited *C. albicans* from germination.

**Figure 2.**
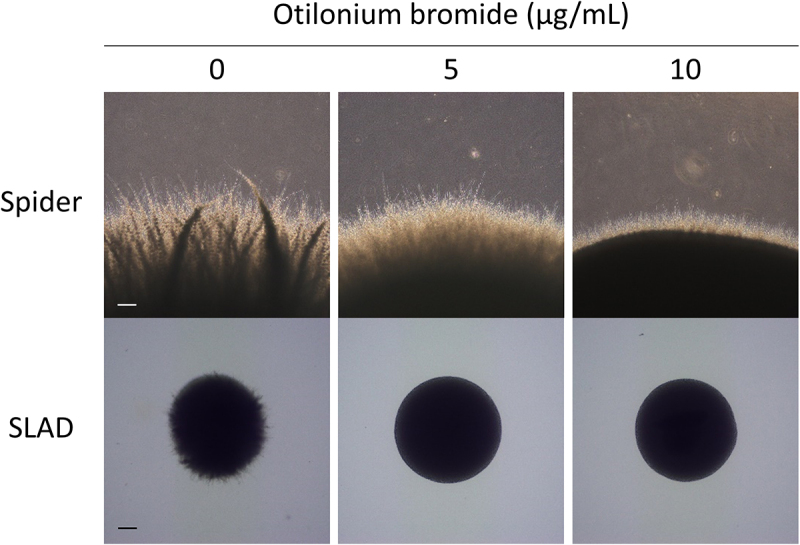
Otilonium bromide inhibited hyphal growth in *C. albicans*.

### Otilonium bromide caused membrane damage in *C. albicans*

*C. albicans* exhibited reduced growth while being treated with OB; therefore, we further tested the viability of these cells through propidium iodide (PI) staining. Consistently, PI as a membrane impermeable stain, which can distinguish live cells, could diffuse into cells treated with OB at 1 μg/mL and showed partial staining compared to untreated cells (Figure 3). On the other hand, at both 2 and 4 μg/mL of OB, *C. albicans* cells were fully stained, and remained at low optical density when measured with a spectrophotometer (Figure 4(A)). Time-kill assay revealed that *C. albicans* cells were significantly decreased after incubation for 24 h with OB, and >90% cells were eliminated after 48 h (Figure 4(B)). In brief, *C. albicans* was killed through the membrane damage induced by OB, which functions as a fungicidal compound.

**Figure 3.**
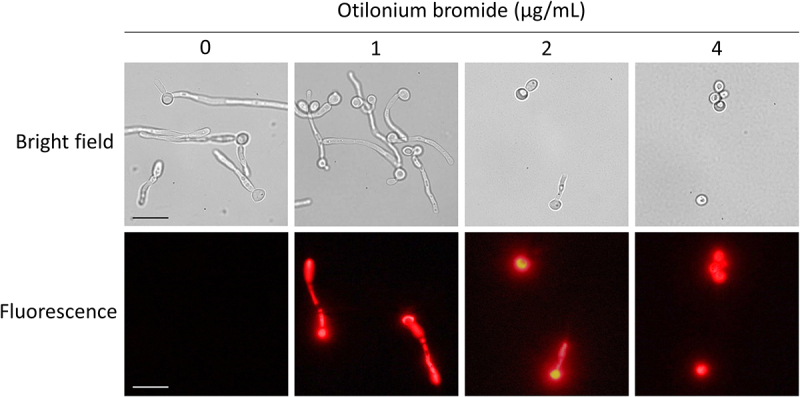
Otilonium bromide caused membrane damage in *C. albicans*.

**Figure 4.**
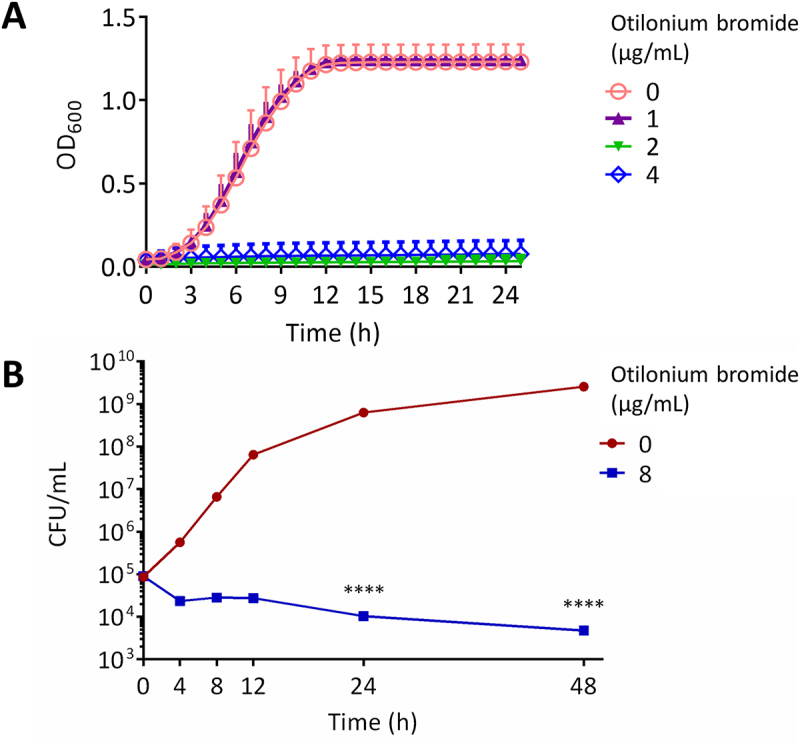
Cells of *C. albicans* were prevented from growth and were eliminated while treated with otilonium bromide.

### Biofilm formation was reduced in *C. albicans* treated with otilonium bromide

Biofilm formation is also a virulence factor in *C. albicans* after its invasion and filamentation and is sometimes related to drug resistance [31]. Therefore, crystal violet was used to stain the biofilm structure to investigate how effective OB was in reducing biofilm formation in *C. albicans*. Cells adhered to the bottom of wells were allowed to form biofilm in the absence of OB. The percentage of biofilm formation decreased more than 90% and more than 95% in the presence of 2 μg/mL and 4 μg/mL OB, respectively (Figure 5). As a result, OB could significantly reduce the biofilm formation through a potential mechanism that destroyed the cell membrane and interrupted filamentation in *C. albicans*.

**Figure 5.**
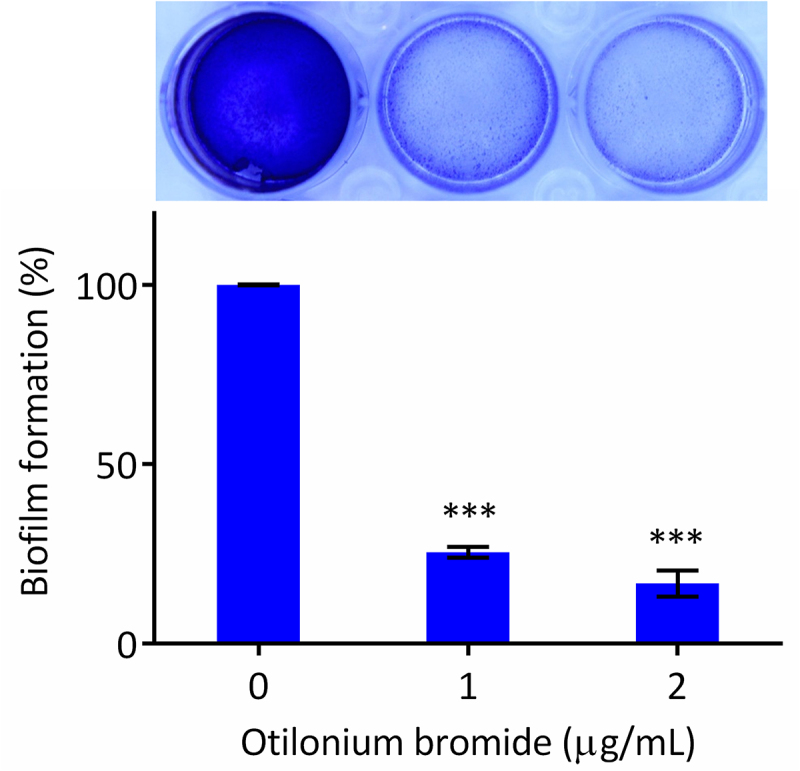
Biofilm formation was reduced in *C. albicans* treated with otilonium bromide.

### RNA sequencing analysis

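mRNA taken from total RNA with oligo(dT) beads was sequenced from 1 culture of C. albicans SC5314, a wild-type strain, grown for 3 h at 30°C in YPD broth without OB, and from 1 culture grown in the same way with 0.5 μg/mL OB. The authors deposited estimated read counts of 6042 transcripts for each library, in the column layout that the program RSEM writes, together with TPM and FPKM values. The aligner, its version and the genome build are not given in the sources used here. The counts were rounded to whole numbers, after which they summed to 15158804 in the untreated library and 18127600 in the OB library. At least 1 count was found for 5882 transcripts in the untreated library and 5911 in the OB library. In this layout a read that matches several transcripts is divided among them, and 186 transcripts had a count more than 0.005 away from a whole number in at least one library. All 6042 transcript identifiers were paired with gene names through the RefSeq annotation ASM18296v3. For each gene, 1 count was added in both libraries, the sum was divided by the library total, and the log2 ratio of OB over untreated was taken. This was done for the 5699 genes with at least 10 counts in at least one library. The median log2 ratio was 0.09, and 5181 genes (90.9%) changed less than 2-fold in either direction. Scaling the libraries with the TMM factors of edgeR in place of their totals shifted the log2 ratios by -0.09. With 1 library per condition there was no replicate check of any difference, and no gene was called by a test. The 95% counting interval given with a log2 ratio is the exact Clopper-Pearson interval of the OB share of the gene's counts, and it covers counting error only, not the variation between cultures. A gene with 0 counts in one library is given a lower bound, computed against a floor of 3 counts in that library. This bound takes the count of the other library as exact, so the counting interval, which includes the error of both counts, can reach nearer to 0.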

To investigate the potential targets of OB in *C. albicans*, we conducted RNA sequencing. We found 143 genes with significantly differential gene expressions (DGEs), defined as equal to or more than a 4-fold change in gene expression. Among these genes, 108 were upregulated, and 35 were downregulated in *C. albicans* treated with 0.5 μg/mL OB (Table 2). 

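Of the 5699 genes tested, 145 had a log2 ratio of at least 2 in either direction, which is a change of at least 4-fold. Counts were low in one library for part of them. In 35 of the 145 genes one library had fewer than 10 counts, and in 7 of these it had 0. The bound against 3 counts lay below 4-fold for 3 of the 7. Both libraries had at least 50 counts in 87 genes. The whole 95% counting interval lay beyond 4-fold for 87 genes, while for the other 58 it reached values below 4-fold. The number of genes depended on the fold threshold, with 518 genes at 2-fold and 51 genes at 8-fold. In the authors' deposited table of the comparison, 239 transcripts had a log2 fold change of at least 2 in either direction. Of these, 145 also had a p-value under 0.05 in the authors' deposited table, 109 higher and 36 lower. This is another set than the 145 genes above, of which 115 were higher and 30 lower, although the totals are equal. In the deposited set, 6 transcripts were not matched to a name in Table 2.

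**Figure D1:**
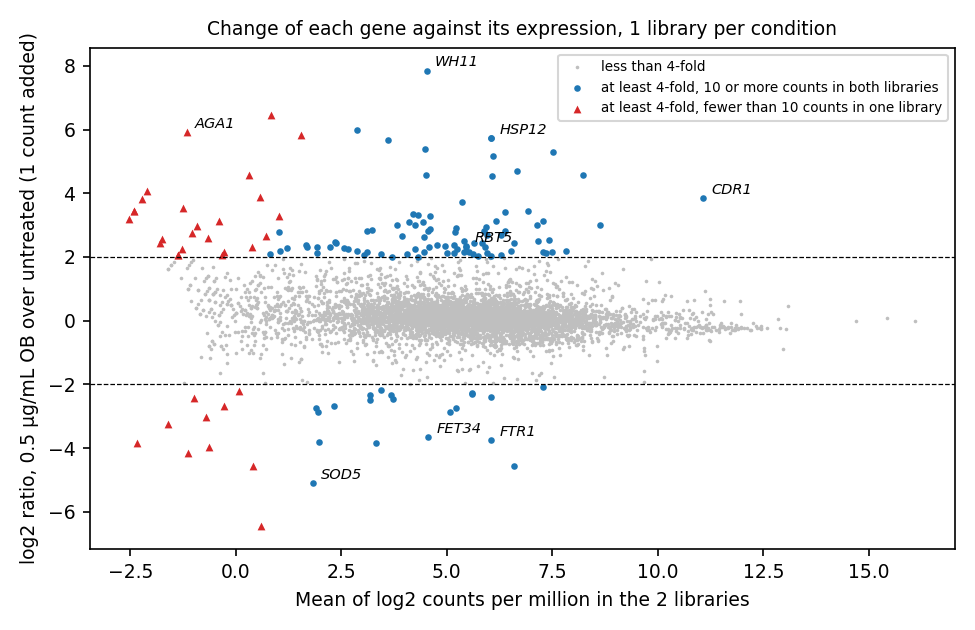
Each point is 1 of the 5699 genes tested, with the mean of its log2 CPM in the untreated and OB libraries on the x axis and its log2 ratio of OB over untreated on the y axis. Dashed lines mark a 4-fold change in either direction, and the 35 triangles, mostly at the left, are genes past it with fewer than 10 counts in one library.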

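Among the 145 genes, 115 were higher in the OB library and 30 were lower, so that 79.3% of the changes were increases. With TMM scaling the numbers were 105 higher and 37 lower. Of the 145 genes, 12 had counts divided among transcripts, HSP12, C5_02110W, C4_02680C and C4_02580W among them. Without such genes, an alternative chosen after seeing the data, 133 had changed, 108 higher and 25 lower. Of the 115 higher genes, 6 had 0 counts in the untreated library, and of the 30 lower genes, 1 had 0 counts in the OB library. Among genes with at least 50 counts in both libraries, the highest log2 ratios after the heat shock gene HSP12 and C5_02110W, which shares its reads, were those of ASR1 at 5.40 (95% counting interval 5.03 to 5.85), RTA3 at 5.30 (5.17 to 5.44) and CSH1 at 5.17 (4.96 to 5.41). RTA3 rose from 444 counts to 20960. The lowest was C6_02330W, with 7117 counts in the untreated library and 361 in the OB library, a log2 ratio of -4.56 (-4.72 to -4.41). Below the iron genes FTR1 and FET34 followed C1_11320C at -2.87 (-3.08 to -2.67) and C6_01780C at -2.73 (-2.93 to -2.54).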

The main functions of these genes included oxidoreductase activity, heme binding, and tetrapyrrole binding, and all the functions analyzed from gene ontology indicated metal ions might play a critical role in OB-mediated gene regulation. For instance, Fet34 and Ftr1 controlled iron homeostasis in *C. albicans*, and heme binding proteins such as Rbt5 were involved in iron acquisition in the host environment; tetrapyrrole functioned as a metal ion chelator. Furthermore, heat shock proteins and cell wall-related genes were also regulated. 

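The authors' deposited table lists Gene Ontology terms for 3088 of the 6042 transcripts. Oxidoreductase activity was carried by 16 of the 145 changed genes, which is 11.0%, and by 256 of the 5699 genes tested, which is 4.49%. Sets of 145 genes drawn at random with the same mean expression held 6.71 such genes on average, and 16 lay at the 99.94 percentile of 10000 such sets. When only annotated genes were counted, an alternative chosen after seeing the data, the share was 24.2% of 66 changed genes against 8.51% of the annotated genes tested. Among the 16 genes, 12 were higher and 4 were lower in the OB library. AHP1 rose from 2124 to 20201 counts and OYE32 from 135 to 1206, while FDH1 went from 430 to 102. Heme binding and tetrapyrrole binding were listed for the same 21 transcripts, so that both terms gave 1 result. Of the 20 such genes tested, 2 had changed at least 4-fold, C1_03870C with a log2 ratio of 2.43 (95% counting interval 2.31 to 2.55) and C5_00810C with 1 and 12 counts, a log2 ratio of 2.44 (0.57 to 8.74). The number of 2 lay at the 90.60 percentile of the random sets. Among the genes of Table 2, heme binding was carried by 3, the other being YHB1, at a log2 ratio of -1.92 (-1.95 to -1.88). The number of 3 lay at the 98.39 percentile of random sets of the same size. Iron ion binding was carried by 25 genes tested, of which 0 had changed at least 4-fold. The random sets held 0.894 such genes on average, and 0 lay at their 19.58 percentile, so this number is not unusual. From the functions of its genes, the paper proposes that metal ions play a role in gene regulation by OB.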

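FTR1, which encodes an iron permease, had 3688 counts in the untreated library and 330 in the OB library. This is a log2 ratio of -3.74 (95% counting interval -3.91 to -3.58), or 13.3-fold lower in the OB library. FET34, which encodes a ferroxidase, had 1268 and 120 counts, a log2 ratio of -3.65 (-3.94 to -3.39). RBT5 changed the other way, from 297 counts to 1806, a log2 ratio of 2.34 (2.17 to 2.53). The counts of these 3 genes were whole numbers in both libraries, so no division of reads with a related transcript was seen. Under TMM scaling the log2 ratios were -3.83 for FTR1, -3.74 for FET34 and 2.25 for RBT5. PGA7, another gene of heme iron uptake, had 31 and 191 counts, a log2 ratio of 2.33 (1.81 to 2.96). The Gene Ontology terms in the authors' deposited table place FET34 under oxidoreductase activity, while RBT5 has no term there.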

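Of 21 genes tested from a list of heat shock and chaperone genes, 6 were higher at least 2-fold in the OB library and 0 were lower at least 2-fold. The median log2 ratio of the list was 0.20, at the 98.57 percentile of 10000 random gene lists of the same size matched on mean expression. The median was 0.11 with TMM scaling. A list of 10 reference genes reached the 97.68 percentile with a median of 0.14, so a percentile this high is not particular to heat shock genes. The 4 heat shock genes past 4-fold were HSP12, ASR1, ASR2 and ASR3, and the percentile of their list includes them. All 4 are in Table 2, which had been read when the list was written. ASR2 rose from 211 to 5931 counts and ASR3 from 241 to 1494. HSP104 had 2120 and 6618 counts, a log2 ratio of 1.38. The abundant chaperone HSP90 had 44706 and 51267 counts, a log2 ratio of -0.06 (-0.08 to -0.04).

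Of 56 cell wall and cell surface genes tested, 17 were higher at least 2-fold and 3 were lower at least 2-fold. Their median log2 ratio was 0.42, higher than in each of the 10000 random lists, and 0.33 with TMM scaling. Of these genes 10 are in Table 2, which had been read when the list was written. CSP37 rose from 938 to 26460 counts, a log2 ratio of 4.56 (4.47 to 4.66). ECM331 had 112 and 1146 counts and PGA13 had 52 and 455. PGA26 fell from 157 to 25 counts, a log2 ratio of -2.86 (-3.58 to -2.29). The ALS genes tested were not past 4-fold, and several of them had counts divided among related transcripts, so that their values are uncertain.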

To confirm the relative gene expression obtained from RNA sequencing, qRT-PCR experiments were conducted, and 2 genes with significant DGE were selected relatively from up- and down-regulated genes (Figure 6). 

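The RNA sequencing values of the genes chosen for qRT-PCR were as follows. AGA1 had 0 counts in the untreated library and 71 in the OB library, which is at least 19.8-fold higher against a floor of 3 counts. With the error of the 71 counts included, the 95% counting interval of its log2 ratio begins at 3.97. HSP12 had 136 and 8744 counts, a log2 ratio of 5.74 (95% counting interval 5.50 to 6.00). Its reads could not be told apart from those of C5_02110W, since both were given 135.5 estimated counts in the untreated library and 8744.5 in the OB library. The value of HSP12 is therefore that of the pair, whose estimated counts summed to 271 and 17489. ACT1, the reference gene of the qRT-PCR, had 33888 counts in the untreated library and 48995 in the OB library, a log2 ratio of 0.27 (0.25 to 0.29). Relative to ACT1, AGA1 was at least 16.4-fold higher in the OB library against the same floor. It was 12.8-fold higher at the low end of the AGA1 counting interval and the high end of the ACT1 interval. HSP12 was 44.2-fold higher in the OB library relative to ACT1. On the same scale FTR1 was 16.1-fold lower and FET34 15.2-fold lower.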

All of the sequencing data were submitted to NCBI Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE189386, token: mfczcciyfxodteb).

**Figure 6.**
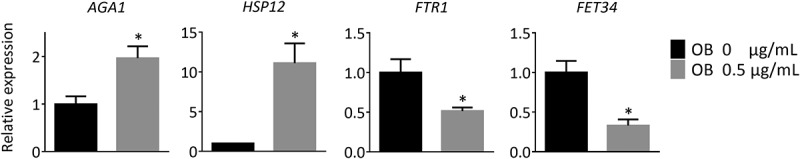
Relative gene expressions in *C. albicans* treated with otilonium bromide.

**Table 2.** Otilonium bromide-mediated gene regulation.

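Of the 143 names in Table 2, 140 were matched to a transcript of the files, and CPD2, MNN41 and SLP3 were not matched by name in the annotation used here. The log2 ratio of all 140 had the sign given in Table 2, also with TMM scaling. With 1 count added it was past 4-fold for 133 of them, 105 higher and 28 lower. For 3 of these, PLB1, RBR1 and CR_03320C, one library had 0 counts and the bound against 3 counts lay below 4-fold. Both the table and these values come from the same pair of libraries, so they are not independent. For 139 of the 140 genes the value in Table 2 equals the log2 fold change in the authors' deposited table to within 0.01. The highest entry with counts in both libraries was WH11, with 22 counts in the untreated library and 6362 in the OB library, a log2 ratio of 7.85 (95% counting interval 7.32 to 8.59). The untreated library had 0 counts of C7_00870W, C1_02800W, PLB1 and RBR1. The OB library had 19, 16, 12 and 12 counts of these genes, which is at least 5.30-fold, 4.46-fold, 3.34-fold and 3.34-fold higher against the floor of 3 counts. With the error of these counts included, their 95% counting intervals of the log2 ratio begin at 1.96, 1.69, 1.22 and 1.22, all below 4-fold. JEN2 had 11 and 0 counts, which is at least 4.38-fold lower in the OB library against the floor, while its counting interval ends at -1.59, short of 4-fold. SOD5 fell from 316 to 10 counts, a log2 ratio of -5.11 (-6.31 to -4.34), and IHD1 from 98 to 4, a log2 ratio of -4.57 (-6.78 to -3.47). C1_09500W had 29 counts in the untreated library and 1 in the OB library, a log2 ratio of -4.16 with a counting interval of -10.47 to -2.52. Of the 140 genes, 30 had fewer than 10 counts in one library. Outside Table 2, the changed genes with at least 50 counts in both libraries included DAG7 at 2.08, C1_04470C at 2.05, BRG1 at 2.03, C5_04030W at 2.03 and CYB2 at 2.01, each below 2 with TMM scaling, and CR_08990C at -2.30. The log2 fold change of CR_08990C in the authors' deposited table is -2.40, which is the paper's value for the unmatched SLP3; it was counted as outside Table 2 because the names did not match. The next lowest outside the table, among genes with at least 50 counts in both libraries, were DEF1 at -1.86, NUP at -1.85, C1_08350C at -1.83 and MAE1 at -1.79.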

CGDID	Gene	Description	log_2_FC
Genes upregulated in *C. albicans* treated with otilonium bromide (108/143)			
CAL0000180646	*AGA1*	Protein with similarity to agglutinin subunit	8.99
CAL0000197297	*WH11*	White-phase yeast transcript; expression in opaques	7.82
CAL0000177418	*C7_00870W*	Putative guanine deaminase	7.09
CAL0000198254	*C1_02800W*	Protein of unknown function	6.85
CAL0000177213	*PLB1*	Phospholipase B	6.44
CAL0000198834	*RBR1*	Glycosylphosphatidylinositol (GPI)-anchored cell wall protein	6.44
CAL0000188028	*CR_03320C*	hypothetical protein	6.18
CAL0000191795	*ADH3*	Putative NAD-dependent (R,R)-butanediol dehydrogenase	5.99
CAL0000179373	*CPD2*	Protein with homology to NADH dehydrogenase	5.98
CAL0000182697	*HSP12*	Heat-shock protein	5.66
CAL0000180850	*C5_02110W*	Putative heat shock protein	5.66
CAL0000176228	*C2_07630C*	Possible stress protein	5.63
CAL0000187233	*ASR1*	Heat shock protein	5.33
CAL0000189971	*RTA3*	7-transmembrane receptor protein	5.21
CAL0000175449	*CSH1*	Aldo-keto reductase	5.09
CAL0000179752	*C1_10170W*	Putative adhesin-like protein	4.84
CAL0000189325	*INO1*	Inositol-1-phosphate synthase	4.61
CAL0000175827	*C1_04010C*	Protein with a NADP-dependent oxidoreductase domain	4.49
CAL0000182669	*CSP37*	Hyphal cell wall protein	4.47
CAL0000190475	*ASR2*	Adenylyl cyclase and stress-responsive protein	4.46
CAL0000199237	*C2_02220C*	hypothetical protein	4.26
CAL0000180798	*TNA1*	Putative nicotinic acid transporter	4.01
CAL0000186516	*CDR1*	Multidrug transporter of ABC superfamily	3.76
CAL0000191119	*PDR16*	Phosphatidylinositol transfer protein	3.64
CAL0000189321	*C4_03000C*	Planktonic growth-induced gene	3.38
CAL0000194637	*C1_14060W*	Glucan 1,3-beta-glucosidase	3.34
CAL0000180820	*C2_02910W*	hypothetical protein	3.34
CAL0000197271	*C2_08890W*	hypothetical protein	3.31
CAL0000190633	*SOU1*	Enzyme involved in utilization of L-sorbose	3.31
CAL0000197522	*C3_03460C*	Protein of unknown function	3.27
CAL0000177800	*YDC1*	Alkaline dihydroceramidase; involved in sphingolipid metabolism	3.25
CAL0000176590	*DDR48*	Immunogenic stress-associated protein	3.22
CAL0000187177	*SOU2*	Protein similar to Sou1	3.22
CAL0000175241	*UGA6*	Putative GABA-specific permease	3.11
CAL0000198101	*C5_00810C*	Has domain(s) with predicted heme binding and peroxidase activity	3.10
CAL0000191057	*C1_11200W*	Predicted mucin-like protein	3.04
CAL0000197958	*ROA1*	Putative PDR-subfamily ABC transporter involved in azole sensitivity	3.04
CAL0000197123	*C7_00770W*	hypothetical protein	3.03
CAL0000191729	*ECM331*	GPI-anchored protein	3.00
CAL0000176060	*AQY1*	Aquaporin water channel	2.94
CAL0000190248	*ARG1*	Argininosuccinate synthase	2.93
CAL0000197450	*IFU5*	Predicted membrane protein involved in cell wall maintenance	2.90
CAL0000178211	*AHP1*	Alkyl hydroperoxide reductase	2.90
CAL0000190001	*C2_07440C*	Ortholog(s) have sterol esterase activity	2.86
CAL0000199842	*C6_03280W*	hypothetical protein	2.83
CAL0000184548	*CR_09140C*	Protein in directing meiotic recombination events	2.83
CAL0000174577	*OYE32*	NAD(P)H oxidoreductase family protein	2.81
CAL0000199973	*C2_06630C*	hypothetical protein	2.78
CAL0000178196	*PGA13*	GPI-anchored cell wall protein involved in cell wall synthesis	2.78
CAL0000186885	*C2_03110W*	Protein of unknown function	2.74
CAL0000180384	*YMX6*	Putative NADH dehydrogenase	2.72
CAL0000193774	*RME1*	Zinc finger protein	2.72
CAL0000189501	*TAC1*	Zn(2)-Cys(6) transcriptional activator of drug-responsive genes	2.71
CAL0000197194	*PST1*	Flavodoxin-like protein involved in oxidative stress protection	2.70
CAL0000190905	*MNN41*	Ortholog(s) have enzyme activator activity	2.69
CAL0000200522	*C7_04090C*	Predicted mitochondrial cardiolipin-specific phospholipase	2.59
CAL0000196854	*ECM4*	Cytoplasmic glutathione S-transferase	2.59
CAL0000187831	*MOH1*	Ortholog of *S. cerevisiae* Moh1, essential for stationary phase growth	2.59
CAL0000188193	*AAP1*	Putative amino acid permease	2.58
CAL0000198578	*C5_04470C*	Predicted RNA binding protein	2.56
CAL0000189861	*GRP2*	NAD(H)-linked methylglyoxal oxidoreductase	2.45
CAL0000193318	*ARE2*	Acyl CoA: sterol acyltransferase	2.43
CAL0000198473	*C1_10280C*	Putative protein of unknown function	2.40
CAL0000178438	*TRY6*	Helix-loop-helix transcription factor	2.40
CAL0000200650	*C1_05440C*	Protein of unknown function	2.39
CAL0000195719	*GRX1*	Putative glutaredoxin	2.39
CAL0000185031	*C2_10650W*	Protein of unknown function	2.37
CAL0000194072	*GLX3*	Glutathione-independent glyoxalase	2.36
CAL0000190671	*C2_06890C*	Similar to oxidoreductases	2.36
CAL0000180176	*C1_10240C*	Protein of unknown function	2.34
CAL0000183255	*C1_03870C*	Predicted heme-binding stress-related protein	2.34
CAL0000194858	*SAP4*	Secreted aspartyl proteinase	2.33
CAL0000182133	*MRF1*	Putative mitochondrial respiratory protein	2.29
CAL0000200153	*CR_08670C*	Protein with an enoyl-CoA hydratase-related domain	2.29
CAL0000191751	*ASR3*	Adenylyl cyclase and stress-responsive protein	2.28
CAL0000180926	*C3_04310C*	hypothetical protein	2.27
CAL0000201827	*PGA7*	GPI-linked hyphal surface antigen	2.27
CAL0000198851	*C7_02140W*	hypothetical protein	2.27
CAL0000190381	*C1_11950W*	Protein of unknown function	2.26
CAL0000195131	*RBT5*	GPI-linked cell wall protein	2.25
CAL0000193825	*C3_02140C*	hypothetical protein	2.24
CAL0000191735	*XKS1*	Putative xylulokinase	2.24
CAL0000201116	*CAN1*	Basic amino acid permease	2.22
CAL0000201829	*IFD6*	Aldo-keto reductase	2.21
CAL0000174172	*LCB4*	Putative sphingosine kinase	2.21
CAL0000191559	*C6_00930C*	hypothetical protein	2.18
CAL0000177288	*ARG8*	Putative acetylornithine aminotransferase	2.18
CAL0000195767	*ARA1*	D-Arabinose dehydrogenase	2.17
CAL0000179259	*C7_02920W*	Has domain(s) with predicted carbon-nitrogen ligase activity	2.16
CAL0000182975	*C4_05250W*	Putative ubiquitin-protein ligase	2.16
CAL0000181678	*C1_12140W*	Has domain(s) with predicted cofactor binding activity	2.10
CAL0000193984	*C4_02620C*	Carbohydrate kinase domain-containing protein	2.09
CAL0000201755	*TFS1*	Putative carboxypeptidase y inhibitor	2.08
CAL0000191430	*C6_03050C*	Protein of unknown function	2.08
CAL0000192412	*UGA2*	Predicted succinate semialdehyde dehydrogenase	2.08
CAL0000174960	*CIP1*	Possible oxidoreductase	2.08
CAL0000181317	*ECI1*	Protein similar to *S. cerevisiae* Eci1p	2.08
CAL0000189087	*C1_10360C*	Putative protein of unknown function	2.07
CAL0000193502	*C4_04140W*	Protein with a predicted endonuclease/exonuclease/phosphatase	2.06
CAL0000188954	*C4_02340W*	Putative protease B inhibitor	2.06
CAL0000185914	*C4_02740W*	Protein of unknown function	2.05
CAL0000196224	*C1_03150C*	hypothetical protein	2.05
CAL0000177093	*ERG2*	C-8 sterol isomerase	2.04
CAL0000192083	*OSM2*	Putative mitochondrial fumarate reductase	2.04
CAL0000178766	*C3_00210C*	Predicted integral membrane protein	2.03
CAL0000179816	*AMS1*	Putative alpha-mannosidase	2.02
CAL0000175340	*DLD1*	Putative D-lactate dehydrogenase	2.02
CAL0000177748	*C2_09590C*	Ortholog(s) have copper ion transmembrane transporter activity	2.01
Genes down-regulated in *C. albicans* treated with otilonium bromide (35/143)			
CAL0000198669	*JEN2*	Dicarboxylic acid transporter	−6.66
CAL0000188676	*SOD5*	Cu-containing superoxide dismutase	−5.31
CAL0000193948	*C1_09500W*	hypothetical protein	−5.02
CAL0000194292	*IHD1*	GPI-anchored protein	−4.92
CAL0000187820	*C6_02330W*	Described as a Gag-related protein	−4.65
CAL0000196552	*C5_02130W*	Protein of unknown function	−4.50
CAL0000180602	*TEF4*	Putative translation elongation factor	−4.08
CAL0000177231	*C1_07160C*	Protein conserved among the CTG-clade	−3.97
CAL0000181510	*NAG3*	Putative MFS transporter	−3.96
CAL0000185056	*FTR1*	High-affinity iron permease	−3.83
CAL0000192466	*FET34*	Multicopper ferroxidase	−3.75
CAL0000198258	*C3_02790W*	hypothetical protein	−3.41
CAL0000181671	*PGA26*	GPI-anchored adhesin-like protein of the cell wall	−2.99
CAL0000174751	*C1_11320C*	Protein of unknown function	−2.96
CAL0000186869	*MRV2*	Protein of unknown function	−2.95
CAL0000188660	*HAK1*	Putative potassium transporter	−2.88
CAL0000182549	*C6_01780C*	Predicted chloride transporter	−2.82
CAL0000197736	*CR_09350C*	Protein with a predicted heme oxygenase domain	−2.80
CAL0000174928	*C1_08900W*	Protein of unknown function	−2.79
CAL0000177400	*C5_03670C*	Has domain(s) with predicted metal ion binding activity	−2.59
CAL0000197551	*FCY2*	Purine-cytosine permease of pyrimidine salvage	−2.57
CAL0000193702	*C1_09210C*	Putative transporter	−2.50
CAL0000191596	*C5_03770C*	Protein similar to *Candida boidinii* formate dehydrogenase	−2.42
CAL0000180074	*FDH1*	Formate dehydrogenase	−2.42
CAL0000185898	*CFL4*	C-terminus similar to ferric reductases	−2.42
CAL0000186897	*SLP3*	Plasma membrane protein implicated in stress response	−2.40
CAL0000200616	*HGT1*	High-affinity MFS glucose transporter	−2.35
CAL0000200315	*DPP3*	Protein similar to *S. cerevisiae* pyrophosphate phosphatase Dpp1	−2.29
CAL0000198089	*GAP4*	High-affinity S-adenosylmethionine permease	−2.18
CAL0000192266	*C3_01540W*	Plasma-membrane-localized protein	−2.12
CAL0000182573	*C3_06950W*	hypothetical protein	−2.07
CAL0000190637	*FRP6*	Putative ammonia transport protein	−2.06
CAL0000198189	*C2_00760C*	Protein of unknown function	−2.06
CAL0000177585	*SEO1*	Protein with similarity to permeases	−2.05
CAL0000179202	*YHB1*	Nitric oxide dioxygenase	−2.01

### Iron acquisition was interrupted by otilonium bromide in *C. albicans*

According to our present research, quaternary ammonium compounds (QACs) could inhibit *C. albicans* through a pathway like nutrient immunity in humans [7]. 

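Genes of iron uptake changed in both directions in the RNA sequencing data. Of 17 genes tested for the reduction and high-affinity uptake of iron, 6 were lower at least 2-fold in the OB library and 1 was higher. Beside FTR1 and FET34, CFL4 fell past 4-fold, but from 34 to 8 counts, with a log2 ratio of -2.22 (95% counting interval -3.67 to -1.21). FTR2, a paralog of FTR1, had 3475 and 1320 counts, a log2 ratio of -1.65 (-1.75 to -1.56). CFL2 was at -1.20 and FET31, the most abundant of the list in the untreated library, with 18111 and 10361 counts, at -1.06 (-1.10 to -1.03). FTH1 was higher, with 39 and 112 counts, a log2 ratio of 1.24 (0.73 to 1.83). The other 10 genes changed less than 2-fold. Among these, FRE10 was at 0.39, FRE7 at 0.12, FRE30 at 0.16, FRE9 at 0.31, FRP1 at 0.64, FRP2 at 0.45, FET33 at 0.10, CCC2 at -0.36 and CFL1 at -0.35. FET3 was at 0.02, and its sign changed with TMM scaling. FET99, CFL5 and CFL11 had at most 6 counts in either library and were not tested. The median of the list was 0.02, at the 22.84 percentile of 10000 random lists matched on mean expression, and its sign also changed with TMM scaling.

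Of 6 genes tested for heme iron and siderophore uptake, RBT5 and PGA7 were higher at least 4-fold. HMX1 had 1247 and 2076 counts, a log2 ratio of 0.48 (0.38 to 0.58), while PGA10 was at 0.64 (-0.29 to 1.73) with 14 and 27 counts. The counting intervals of PGA10, of CSA1 at 0.13 and of SIT1 at -0.03 included 0. CSA2 had 1 count in the untreated library and 0 in the OB library. The median of the list was 0.56, at the 96.18 percentile of random lists.

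**Figure D2:**
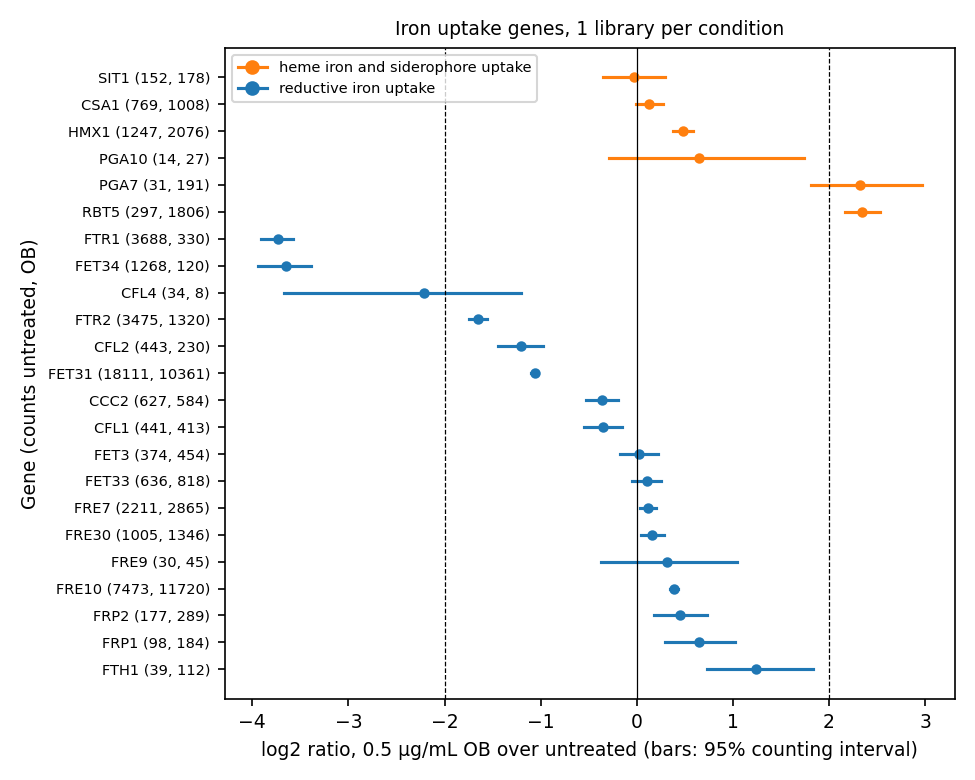
The log2 ratio of OB over untreated on the x axis is plotted for each iron uptake gene tested, with the counts of the untreated and OB libraries after its name and its 95% counting interval as a bar. The solid line marks no change and the dashed lines a 4-fold change, which FTR1, FET34 and CFL4 pass on the left and RBT5 and PGA7 on the right.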

Based on this result, combined with the RNA sequencing data, we inferred that OB, also a QAC, would affect iron homeostasis in *C. albicans*. Spot plating assay on YNB agar medium showed that colonies of *C. albicans* hardly grew, but recovered after the addition of iron, suggesting that sufficient iron was required for *C. albicans* to conquer the fungicidal activity of OB (Figure 7).

**Figure 7.**
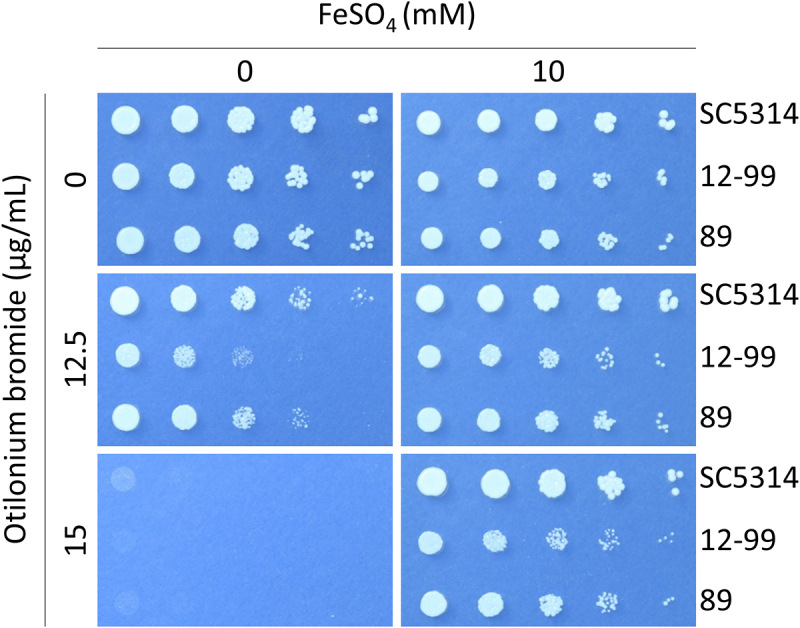
The inhibition of otilonium bromide against *C. albicans* was interrupted by the addition of FeSO_4_.

### Otilonium bromide exhibited marginal therapeutic efficacy in the murine model of systemic infection

A therapeutic assay in a murine model was conducted to investigate the efficacy of OB. Mice treated with 0 or 1 mg/kg OB had all died by the 7th day after *C. albicans* inoculation, while 10% those treated with 10 mg/kg still survived at the endpoint of the experiment (*p* = 0.054, Figure 8). This result represented a marginal therapeutic effect for OB in curing *C. albicans* infected mice, and this effect was likely dose-dependent.

**Figure 8.**
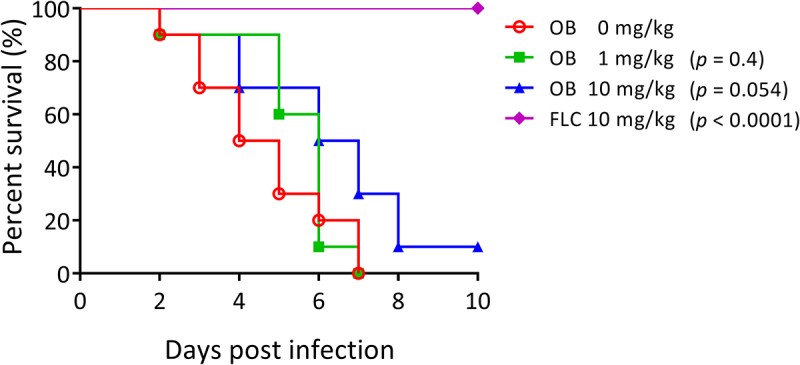
Otilonium bromide exhibited marginal therapeutic efficacy in murine model of systemic candidiasis.

## Discussion

It was recently reported that OB can inhibit the germination of *C. neoformans*, and also possesses an inhibitory effect against *A. fumigatus* and *C. albicans* [4,32]. Based on this, we found that OB not only prevented *C. albicans* from yeast-to-hyphae transition but also killed yeast or early germinated cells, indicating the novel antifungal activity of this drug. OB has been used to treat irritable bowel syndrome (IBS). Interestingly, an increased amount of *C. albicans* could be found in IBS patients [33,34], suggesting fungal dysbiosis may lead to gastrointestinal dysfunctions, and the disease might be cured with OB after future development.

Yeast-to-hyphae transition is an important virulence factor in *C. albicans*, and it could colonize and form biofilm in the kidney, spleen or liver to defend against foreign compounds, including antifungal drugs during infection [35]. This study found that OB inhibited *C. albicans* from such transition in a dose-dependent manner and considerably reduced biofilm formation, indicating that the virulence and defensive ability of *C. albicans* against antifungal drugs may decrease. Nevertheless, in our therapeutic assay, OB showed marginal therapeutic efficacy in a murine model of systemic infection. Since OB suppresses IBS by blocking Ca^2+^ channels or tachykinin receptors on nerve cells of the intestinal wall, it could be inferred that there might be a lack of sufficient OB to inhibit pathogens in the kidneys, spleens or liver, in which *C. albicans* usually colonized [9]. Thus, we speculate that providing a higher dose of OB may increase the therapeutic efficacy. However, there was no significant therapeutic effect while mice were treated with a higher dosage (20 mg/kg) as well as intermediate doses (2 and 5 mg/kg) (Fig. S1). Meanwhile, further chemical modifications of the OB molecule may enhance therapeutic activity against *C. albicans*. Indeed, our recent study showed that quaternization with N-butylsulfonate may improve antifungal properties of the OB derivatives, and the incorporation of a 3-aminobenzoic acid moiety had a favorable impact on the compounds, further enhancing their antifungal efficacy. However, these derivatives did not display an MIC against *C. albicans* lower than that in OB with original structure [36].

QACs were found to have broad-spectrum antimicrobial activity, due to their activity on the bacterial cell membrane [37,38]. In our previous study, we found that another QAC, PMT12-BF4, also inhibited fungal pathogens such as *C. albicans*, non-*albicans Candida* species and *A. fumigatus* [7]. Similarly, the inhibitory effect of OB was abolished by replenishing iron ions. RNA sequencing data showed that many transcripts associated with iron homeostasis were expressed differentially in *C. albicans* treated with OB, indicating that OB might inhibit *C. albicans* through destabilizing iron homeostasis. 

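In the same libraries, 9 genes encoding regulators of iron homeostasis each changed less than 2-fold. HAP43 had 546 counts in the untreated library and 817 in the OB library, a log2 ratio of 0.32 (95% counting interval 0.17 to 0.48), and SEF1 had 474 and 731, a log2 ratio of 0.37 (0.20 to 0.54). SFU1 was at 0.10 (-0.09 to 0.30). HAP3 was the lowest of them at -0.82 (-1.44 to -0.24), with 61 and 41 counts. The median of the 9 genes was 0.20, at the 74.19 percentile of matched random lists. Of 27 genes encoding iron-using proteins or heme synthesis enzymes, 2 were higher at least 2-fold and 0 were lower at least 2-fold. These 2 were CYB2, with 98 and 476 counts, and CAT1, with 883 and 2495 counts. Their median was 0.08, at the 77.13 percentile, and was below 0 with TMM scaling. From the changes in transcripts of iron homeostasis, together with the loss of inhibition when iron was added, the paper proposes that OB acts on C. albicans by destabilizing iron homeostasis.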

Iron deficiency also mediated cell wall composition by, for example, decreasing β-1, 3-glucan in *C. albicans*. Under high iron conditions, *C. albicans* was able to resist cell wall-perturbing antifungals [39]. Compared to our spot plating assay, the non-sufficient iron conditions caused by OB might indirectly decrease the cell wall integrity of *C. albicans*, resulting in growth reduction.

The relationship between calcium signaling and iron homeostasis in fungal pathogens has recently emerged as an important area in antifungal research. While OB is known to affect calcium channels in mammalian cells [9], our study revealed its impact on iron homeostasis in *C. albicans*. Recent research has shown that calcium and iron homeostasis are intricately linked in fungal pathogens. In brief, iron deficiency may lead to calcium overload, while calcium supplementation could suppress iron uptake-related gene expression [40]. Specifically, under iron-deficient conditions, cells may mistakenly absorb calcium as a substitute, leading to disturbed ion homeostasis and growth inhibition. This mechanism was particularly relevant to our findings with OB, where we observed that iron supplementation could rescue the growth inhibition effect. The interplay between calcium and iron might contribute to OB’s antifungal mechanism in several ways. The iron deficiency caused by OB might lead to calcium overload and increased intracellular reactive oxygen species (ROS) production, further contributing to its antifungal activity. This dual effect on both calcium and iron homeostasis could explain efficacy of OB against *C. albicans* and suggested potential advantages in combating drug resistance.

In recent study, iron chelator was reported to synergize with antifungal drugs. The fluconazole-resistant *C. albicans* strain was found enhancing iron uptake to maintain its resistance; however, it was more sensitive to fluconazole while in hosts treated with iron chelators, suggesting that iron availability played an important role in azole resistance [41]. Compared to our results, OB may cause iron depletion, which was similar to the function of iron chelators, and thus disrupted iron availability of *C. albicans*, resulting in growth defect. In fact, iron chelators could also be antifungal agents that inhibit *C. albicans* from growth [42–44].

Calcineurin is a calcium and calmodulin-dependent serine/threonine protein phosphatase that plays a crucial role in immune responses [45]. Although OB and calcineurin both play roles in modulating calcium signaling pathways, they affect different tissues and systems. While calcineurin activity is dependent on calcium signaling in immune cells, OB acts by inhibiting calcium channels in smooth muscle cells. Results showed that OB could also inhibit *C. albicans* calcineurin mutants *Δcna1/Δcna1* and *Δcnb1/Δcnb1* (Table 1), suggesting specific pathways regulated by calcineurin might not participate in the antifungal mechanism of OB. However, whether there could be pharmacological or physiological interactions if OB and calcineurin inhibitors are used in a clinical setting is not clear, and how calcium dynamics simultaneously affect both smooth muscle contraction and immune responses also needs to be clarified. If OB acts independently, it suggests broader potential for combination therapy or effectiveness.

In conclusion, this study demonstrated that OB, an FDA-approved drug for IBS treatment, exhibited promising antifungal activity against *C. albicans in vitro* through interference with iron homeostasis. OB effectively inhibited both yeast-to-hyphae transition and biofilm formation, which were two critical virulence factors of *C. albicans*. While its *in vivo* efficacy was limited, possibly due to distribution challenges and complex host environments, our findings provided valuable insights for future antifungal drug development. The established safety profile of OB, combined with its novel antifungal mechanism, suggesting that chemical modifications or alternative delivery strategies could potentially enhance its therapeutic efficacy against fungal infections. Further investigation of iron homeostasis as a target for antifungal drug development may also lead to new therapeutic approaches.

## Supplementary Material

ARRIVE guidelines checklist 20250902.pdf

Hsu et al_Supplementary_20250609.docx

## Data Availability

The authors confirm that the data supporting the findings of this study are available within the article or its supplementary materials. The data that support the findings of this study are openly available in figshare at http://dx.doi.org/10.6084/m9.figshare.27434217 [46].

# Supplementary material for: Otilonium bromide exhibits novel antifungal activity against Candida albicans via regulating iron homeostasis
**Source:** Virulence. 2025 Dec 23;17(1):2609407. doi: 10.1080/21505594.2025.2609407
**Supplement:** Hsu et al_Supplementary_20250609.docx

**Supplementary table S1**. Primer pairs used in real-time qRT-PCR to confirm RNA sequencing results

| **Gene** | **Primer pair sequences** |
| --- | --- |
| *AGA1* | GCCCCAATGGAACCACTGTTAT |
|  | AGCCTGTTGTTGCTGTGGTTGT |
| *HSP12* | TACCTTGGAAAAGGGCAAGGAA |
|  | TGCACGTTGTCTGCAACAGTTT |
| *FTR1* | TAATTGCCGGTATCGTTGTTGG |
|  | CCGTTTTCAGAAGCATCACCAC |
| *FET34* | TTGGCCAGAATATCCAATGGTG |
|  | ATGGCAGTGGAAGAACCAAACA |

**Supplementary figure S1.** Survival curves of mice treated with **(A)** 0, 2, and 5 mg/kg or with **(B)** 0 and 20 mg/kg otilonium bromide (OB). Fluconazole (FLC) in a concentration of 10 mg/kg represented a positive control.

Cells of *C. albicans* SC5314 were grown overnight in YPD medium, washed twice with PBS buffer, and adjusted to a concentration of 5 x 10^6^ cells/mL with PBS buffer. Mice were inoculated with 10^6^ *C. albicans* cells in 200 μL by tail-vein injection, and the oral administration of OB or FLC at indicated concentrations were conducted at 4, 24, 48, 72h after the inoculation.

How the deposited data were processed for this re-analysis (not part of the article)

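RNA was sequenced from 1 culture of C. albicans SC5314 without OB and 1 culture with 0.5 μg/mL OB, both grown for 3 h at 30°C in YPD broth. The conditions were taken from the sample labels and the methods of the paper. The authors deposited a table of estimated counts, TPM and FPKM for each library, and a table of the comparison of both libraries.

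The authors' estimated counts, also called expected counts, are not normalized, and the series table held the same counts as the tables of the single libraries, with 0 differences. The deposited TPM values are counts divided by the effective transcript length and scaled to the same sum in each library, and they were not used here. The deposited FPKM values are counts relative to effective length and to the assigned reads of the library, and they served as an alternative unit. The authors' deposited table also gives a log2 fold change for each transcript, and a p-value and a false discovery rate for the same comparison. Which program, dispersion and scaling the authors used for the log2 fold changes and p-values is not given in the sources used here. Gene Ontology terms were read from the authors' deposited table. The number of other columns with values of single samples was 0. The lengths of 98.8% of the transcripts were multiples of 3, so they are coding lengths.

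The estimated counts were rounded to whole numbers. The log2 ratio of OB over untreated was taken from CPM of the library total after 1 count had been added in each library, for genes with at least 10 counts in at least one library. A change of at least 4-fold is a log2 ratio of at least 2 in either direction. Counting intervals are exact 95% Clopper-Pearson intervals of the OB share of a gene's counts, given the library totals of 15158804 and 18127600. A gene at 0 counts in one library was given a bound against 3 counts in that library, with the count of the other library taken as exact, and the end of its counting interval is given beside it. Reads amplified by PCR are not independent molecules, so intervals and bounds cover counting error only. With 1 library per condition, no replicate could be left out, and no call rests on a test between the conditions. The exact test of edgeR, which then needs an assumed dispersion, was run at dispersions of 0.01, 0.04, 0.1, 0.2 and 0.4 only to compare its output with the authors' deposited table.

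Gene lists of iron uptake by reduction, heme iron and siderophore uptake, iron regulators, iron-using proteins, heat shock, cell wall, Tac1 targets, oxidative stress, ergosterol, calcium, hyphal growth, low glucose, zinc and copper, white and opaque cells and reference genes were written from general knowledge, and ribosomal protein genes were taken by name. Each list was described by its median log2 ratio and its percentile among 10000 random lists of the same size, matched on mean expression in 20 bins. The lists, the log2 ratio, its filter, the fold threshold and the alternatives below were chosen before the data were examined, but after Table 2 of the paper had been read. List members not found among the gene names, CDR2 among them, were not analysed here.

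The genes named in the text follow a rule fixed at the same time. It covers the genes named by the paper or shown in Fig. 6 together with ACT1, the 5 highest and 5 lowest values of Table 2, the 5 highest and 5 lowest log2 ratios among genes with at least 50 counts in both libraries, the same among genes outside Table 2, the list members changed at least 4-fold, and all members of both iron uptake lists. List members changed at least 4-fold that the text does not describe one by one are counted in the numbers given. Other genes, such as C4_02680C and C4_02580W, C5_02110W, C1_05440C and C1_05450W, C1_03870C, C5_00810C, CR_03320C, YHB1, MLS1, FDH1, HSP90, HSP104 and the iron regulators, were chosen after their values were seen.

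The alternatives were TMM scaling from edgeR 4.0.16, size factors from DESeq2 1.42.0, FPKM with 0.01 added, 0.1 or 5 counts added in place of 1, no filter on low counts, a minimum of 50 counts, thresholds of 2-fold and 8-fold, and a counting interval that lies wholly beyond 4-fold. The TMM factors were 0.969 for the untreated library and 1.03 for the OB library, and the size factors of DESeq2 were 0.885 and 1.13. The log2 fold change and p-value in the authors' deposited table, the use of transcripts with whole estimated counts only, and the use of annotated genes only for the Gene Ontology terms were added after seeing the data. R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

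The calculation was tested on simulated data, in which 200 of 6042 genes were changed 8-fold between an untreated and an OB library of the real sizes with counting error alone. The 200 genes were drawn only from genes with at least 50 expected counts at the size of the smaller library, before the change. The calculation recovered 200 of them at the 4-fold threshold, with 1 false call. A change of 8-fold lies well past this threshold, so the recovery says nothing about genes with few counts or with changes near 4-fold. Gene coordinates are not given, since the files name no genome build, and the sequences of the transcripts were not used here.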

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

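The tests of library scaling, of differences between cultures and of summed transcripts were chosen after these results had been seen; so were the limits on the percentile past which a list is described here. The tests on Tac1 targets without divided reads and on coding length were written before their results were seen. All patterns come from 1 library per condition.

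The targets of the transcription factor Tac1, which the paper does not discuss as a group, had a median log2 ratio of 2.95, above all 10000 matched random lists. Of 9 genes tested, 7 were higher at least 4-fold, and these 7 are in Table 2, which had been read when the list was written. CDR1, which encodes a drug efflux pump, rose from 8574 to 147599 counts, from 0.0566% to 0.814% of the library, and TAC1 itself rose from 478 to 3999 counts. PDR16 was at 3.73, IFU5 at 2.99, C2_07440C at 2.95 and LCB4 at 2.30, while GPX1, with 74 counts in both libraries, and CHK1 at 0.86 did not pass 2-fold. Library scaling is argued against, since the lowest median over the scalings was 2.85. Division of reads with paralogs is also argued against, since the median of the 8 members with whole counts was 2.87. The 10 most abundant genes took 19.6% of the untreated library and 19.4% of the OB library, so the share taken by the most abundant genes was similar in both. A difference between the cultures other than OB cannot be told apart from OB, because there was 1 library per condition. A candidate explanation, which stays a hypothesis, is that OB activates the Tac1 pathway.

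Genes that mark white and opaque cells had a median log2 ratio of 0.88, at the 99.94 percentile, and the paper does not discuss them as a group. Of 7 genes tested, 3 were higher at least 2-fold. WH11 changed most, while CZF1 was at 1.46, WOR1 at 1.65, EFG1 at 0.88 and YWP1 at -0.91, so that markers of both cell types rose and the list gives no direction between them. Under the scaling with the lowest value the median was 0.79. A difference between the cultures other than OB cannot be told apart from OB with 1 library per condition.

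Ribosomal protein genes were lower as a group, with a median log2 ratio of -0.23 over 66 genes, at the 0.05 percentile of random lists matched on mean expression. None of the 66 changed as much as 2-fold, with log2 ratios from -0.69 to 0.24. Their short coding length does not account for it, since the list lay at the 0.0 percentile of 10000 random lists matched on coding length. A difference between the cultures other than OB, such as in growth at the time of harvest, cannot be told apart from OB with 1 library per condition.

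C4_02680C and C4_02580W, named after their values were seen, are absent from Table 2 although their log2 ratios were 6.47 and -6.45. C4_02680C went from 1.5 to 316.2 estimated counts and C4_02580W from 217.5 to 1.8. The estimated counts of both summed to 219 and 318, rounded, a log2 ratio of 0.28 (95% counting interval 0.03 to 0.54). This value is consistent with reads shared between near-identical copies that were assigned to one copy in the untreated library and to the other in the OB library. The sequences were not used here, so this stays a hypothesis, and no biological explanation was tested.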

How the results depend on the processing

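The alternatives based on the authors' deposited table, on whole estimated counts and on annotated genes were chosen after seeing the data, and the others were planned. The cause of a change named below was not tested unless the construction of the alternative gives it.

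The number of genes changed at least 4-fold was 145 and lay between 120 and 164 with TMM scaling, DESeq2 size factors, FPKM, 0.1 or 5 counts added, no filter or a minimum of 50 counts. Of the 145 genes, 135 were also past 4-fold with TMM scaling, which added 7 others. With the DESeq2 size factors these numbers were the same, and 120 of the 145 genes were also called with 5 counts added. Among the calls, 79.3% were higher, against 73.9% with TMM scaling. By construction, the threshold changed the numbers most: 518 genes (394 higher and 124 lower) at 2-fold, and 51 genes (38 higher and 13 lower) at 8-fold. Requiring the whole counting interval to lie beyond 4-fold left 87 genes, 66 higher and 21 lower, the rest having too few counts or a ratio near 4-fold. The authors' deposited log2 fold change, without a filter on counts, gave 239 transcripts, of which 67 were lower. Of these 239, the transcripts with a deposited p-value of 0.05 or more had at most 17 counts in either library.

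The log2 ratios of FTR1, FET34, RBT5 and HSP12 stayed within their counting intervals under the 5 alternatives run on them. The value of AGA1 depends on the count added, since the untreated library had 0 counts: it was 5.91 with 1 count, 3.67 with 5 counts and 9.22 with 0.1 count. Of the matched genes of Table 2, between 109 and 136 were past 4-fold in its direction. The median of the cell wall genes moved from 0.42 to 0.33 with TMM scaling and with DESeq2 size factors. The median of the iron-using protein genes was 0.08 and became -0.0107 with TMM scaling and -0.0127 with DESeq2 size factors. Both scalings shift every gene by about the median of all genes. The share of oxidoreductase genes was 11.0% and became 24.2% when genes without annotation were left out, by construction, and the shares of heme binding genes stayed within their binomial interval under the alternatives run. The remaining list medians kept their sign under these alternatives, except that of iron uptake by reduction, which lay close to 0.

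Depth limits the genes with few counts. For 35 of the 145 genes one library had fewer than 10 counts. No paired analysis was possible because each condition had 1 library.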

Differences from the paper's values

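A number of genes was taken to differ from the paper's when one was more than 1.5 times the other, and a log2 fold change when its sign differed or the gap was larger than the wider side of the counting interval. A value of Fig. 6 was taken to differ when the gap was larger than the error allowed for the reading by eye and one value was more than 1.5 times the other. From Table 2, only genes named in the paper's text or shown in Fig. 6, the 5 highest and the 5 lowest values were compared. C1_05440C was added after its value was seen. Of the values compared, 5 differed by these limits, 1 in Table 2 and 4 in Fig. 6. Other entries of Table 2 were not counted, and some lie past the limit, CDR1, AHP1, GAP4 and YHB1 among them. For these 4 genes the gap is about the shift of -0.09 that TMM scaling gives every gene. With TMM scaling YHB1 was at -2.01, which is the paper's value. The limits are wide, except for log2 fold changes of genes with many counts. The numbers of genes changed, higher and lower were 145, 115 and 30 here, within them, and the paper's values are 143, 108 and 35. C1_09500W, with 29 counts and 1, had a log2 ratio of -4.16 here and has the paper's value of -5.02, also within them. For AGA1, JEN2, PLB1, C1_02800W and C7_00870W, which had 0 counts in one library, only a bound on one side was set beside the log2 fold change of the paper, and a bound cannot show that the values are equal.

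Table 2 gives C1_05440C a log2 fold change of 2.39, the paper's value, while its log2 ratio was 0.43 here (95% counting interval 0.02 to 0.85), with 81 and 131 counts. The value differed from the paper's under each of the 5 alternatives set before the data were examined, from 0.34 with the DESeq2 size factors to 0.435 with FPKM. In the authors' deposited table the log2 fold change of C1_05440C is 0.34, and that of C1_05450W, which is not in Table 2, is 2.39.

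Fig. 6 shows qRT-PCR values relative to ACT1, from another measurement than the RNA sequencing. The paper's value for AGA1 is about 2.0 in Fig. 6, read by eye. Relative to ACT1, AGA1 was 12.8-fold higher here at the low end of its counting interval and the high end of that of ACT1. Against a floor of 3 counts it was at least 16.4-fold higher. TMM scaling and the DESeq2 size factors cannot change this bound, and the other alternatives give none. For HSP12 the paper's value is about 11 in Fig. 6, read by eye, and the value here was 44.2. For FTR1 the paper's value is about 0.52 in Fig. 6, read by eye, and the value here was 0.0621. For FET34 the paper's value is about 0.33 in Fig. 6, read by eye, and the value here was 0.0660. Each of these 3 also differed with FPKM and with 0.1 or 5 counts added, which were set before the data were examined. The planned TMM scaling and DESeq2 size factors cannot change a value relative to ACT1 and gave the same values. The directions of all 4 genes were those of Fig. 6.

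Of the matched genes of Table 2, 7 were not past 4-fold here. These are C1_05440C and C3_01540W, C3_06950W, FRP6, C2_00760C, SEO1 and YHB1, the last 6 with log2 ratios between -1.98 and -1.92. With TMM scaling or the DESeq2 size factors, these 6 were past 4-fold, and 3 other genes of Table 2 were not. With FPKM, C3_01540W and C2_00760C were past 4-fold, and with 0.1 count added C3_01540W was.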

Other observations

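The tests on iron uptake genes, on library scaling and on differences between cultures were chosen after the results had been seen, and the tests on iron uptake genes were the fourth form tried, after 2-fold counts and medians of the single lists, with and without the 4 genes of the pattern, and a count of genes beyond counting error. Induction was argued against in the form given below, while the outcome for repression depended on the form. The single list of heme iron and siderophore uptake does not argue against induction. Without RBT5 and PGA7 it had 0 genes lower at least 2-fold and a median of 0.30. The tests on coding length among changed genes and on simulated unchanged genes were written before their results were seen.

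The fall of FTR1 and FET34 beside the rise of RBT5 and PGA7 was set against several explanations. Library scaling does not account for it, since under the scaling that brought it nearest to 0 the log2 ratio of FTR1 was -3.74. For FTR1 and FTR2, reads moved between the paralogs are argued against as well, since the summed counts went from 7163 to 1650, a log2 ratio of -2.38 (95% counting interval -2.45 to -2.30). Next, the 19 tested members of both iron uptake lists other than these 4 genes were examined as 1 set, and those changed at least 2-fold were set beside the share of all tested genes. The induction of all iron uptake genes together is argued against. Of the 19, 4 were lower at least 2-fold, FTR2, FET31, CFL2 and CFL4, where the share of all tested genes, 2.18%, would give 0.413. CFL4 had only 34 and 8 counts, and the counting interval of CFL2, -1.44 to -0.97, reached below 2-fold. Whether low iron induces each of these genes was not tested here. A response to low iron that lowers some of them is therefore not argued against. The count of genes higher at least 2-fold cannot decide on the repression of all iron uptake genes, as under sufficient iron. In this count a gene that changed less than 2-fold speaks neither for nor against it. That explanation stays open for these 19 genes. Only 1 of them, FTH1 at 1.24 (0.73 to 1.83), was higher at least 2-fold, where the share of all tested genes, 6.91%, would give 1.31. FRP1 at 0.64, HMX1 at 0.48, FRP2 at 0.45 and FRE10 at 0.39 had counting intervals above 0, but these intervals leave out the variation between cultures and decide nothing here. The median was 0.10 over the 15 other reductive genes and 0.30 over the 4 other heme iron and siderophore genes. A difference between the cultures other than OB cannot be told apart from OB with 1 library per condition.

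Counting error alone gave few changes of this size. When unchanged genes were drawn 100 times at the real library sizes with Poisson error, 0.71 genes passed 4-fold on average, against the 145 observed. When cultures were assumed to vary with a dispersion of 0.1, 26.3 genes passed 4-fold on average, and with a dispersion of 0.4 there were 891. A dispersion as large as 0.4 in every gene is argued against, since the lowest number over the 100 draws was 803. A dispersion of 0.1 in every gene gave at most 38. A dispersion that differs between genes, or a difference between the cultures shared by many genes, is not seen with 1 library per condition, so for a single gene a change due to OB cannot be told apart from variation between cultures. The exact test of edgeR with TMM scaling, a fixed dispersion of 0.1 and a prior count of 0.125 gave the log2 fold changes of the authors' deposited table to within 5e-10 and the decimal logarithm of its p-values to within 1.92e-06. With this test, 153 genes passed 4-fold and a p-value under 0.05 at a dispersion of 0.01, 145 at 0.1 and 53 at 0.4. In the authors' deposited table, 68 transcripts past 4-fold had a false discovery rate under 0.05, 49 higher and 19 lower.

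More genes were higher than lower at least 4-fold, and short coding length does not account for this. Among genes longer than the median of 1257 bases, 38 were higher and 11 were lower, and among the shorter ones 77 were higher and 19 lower. GC content was not analysed here.

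The names CPD2, MNN41 and SLP3 of Table 2 were not matched. The transcripts C4_03340C, C2_03710W and CR_08990C, which were changed at least 4-fold here and are not in Table 2 under these names, have log2 fold changes of 5.98, 2.69 and -2.40 in the authors' deposited table. These equal the paper's values for CPD2, MNN41 and SLP3, in this order, and the names were not paired here.

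Other gene lists gave the following medians. Oxidative stress genes had a median log2 ratio of 1.18 over 26 genes, above all 10000 matched random lists, with 10 genes higher at least 4-fold, all 10 in Table 2. These included GRP2 at 2.54, PST1 at 2.79, ECM4 at 2.68, GLX3 at 2.45 and IFD6 at 2.28, while EBP1 was lower at -1.30 and MDR1 at -1.06. Calcium signalling genes, which the paper discusses, had a median of 0.28 over 13 genes, at the 97.14 percentile, and none changed as much as 2-fold, with log2 ratios from -0.45 to 0.78. Hyphal genes had a median of 0.84 at the 99.57 percentile, but went both ways, from SAP4 at 2.30 and RBT4 at 1.73 to SOD5 at -5.11. Ergosterol genes had a median of 0.10 at the 82.62 percentile, and ERG2 alone among 23 passed 2-fold, at 2.13. Low glucose genes had a median of 0.13 at the 67.97 percentile and went both ways, with 3 genes higher and 2 lower at least 2-fold, from MLS1 at 1.39 to HGT1 at -2.26 among those with counts in both libraries. Zinc and copper genes were at 0.13 and the 55.87 percentile, and reference genes at 0.14 and the 97.68 percentile, with PMA1 at -0.96 and CDC19 at 0.62.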
